A study of Homo sapiens with 4 samples. Its data were reported in "KLF4 recruits SWI/SNF to increase chromatin accessibility and reprogram the endothelial enhancer landscape under laminar shear stress" (2022).

How the data were processed

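Gene expression was measured by bulk RNA sequencing in primary human pulmonary artery endothelial cells (PAEC), the cells that line the inner wall of the artery from the heart to the lung. Cultures were grown in medium with 5% fetal bovine serum, used at passages 3 to 7, and kept for 24 h either under laminar shear stress (LSS), a steady frictional force of flowing medium set to 15 dyn/cm2, or under static conditions without flow (ST). The labels describe 4 samples, 2 per group, which carry the replicate letters A and B in each group. According to the methods of the study, the sheared cells grew in flow chamber slides, and the static controls were run at the same time in a different culture vessel, so vessel and flow changed together. Per the labels, RNA was extracted by column and all libraries were made with a stranded total RNA kit that includes removal of ribosomal RNA.

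The authors deposited a table of expected counts per gene, that is, counts that RSEM estimates by sharing ambiguous reads among genes and that need not be whole. The submitters' processing notes name bcl2fastq, STAR 2.5.4b, RSEM 1.3.1 and the build hg19; the methods of the study name GRCh37 with GENCODE gene models. The strand setting of RSEM was not given in the sources used here, so reads of a gene and of a gene that overlaps it on the other strand may not have been told apart. The deposited expected counts had not been scaled to a common total: the totals of the 4 columns ranged from 17242650 to 41187815. All 4 totals were larger than the uniquely mapped reads that the study lists for any of its LSS and ST samples. The study lists more such reads for either LSS sample than for either ST sample, whereas the largest total was that of an ST column. The reason was not known. The table held 57820 gene identifiers, of which 32967 were at 0 in every library. Between 3367 and 6056 values per library were not whole numbers. All counts were rounded to whole numbers before testing.

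The 4 columns were named by group and by the number 1 or 2, not by the letters of the labels. Each column was assigned to its group by its name. Libraries are called LSS 1, LSS 2, ST 1 and ST 2 after the columns, and libraries with the same number are called library set 1 and library set 2. Which letter belongs to which number was not known. Gene names were taken from a table of identifiers and symbols that matched 55538 of the identifiers, and 43521 identifiers had a symbol; the unmatched identifiers held 0.607% to 6.10% of the counts of a library. Older symbols in gene lists were resolved through synonyms listed by RefSeq for GRCh38.p14, from which no coordinate was used. Positions are those of GENCODE version 44 lifted to GRCh37, the same build as that of the authors but a later set of gene models.

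The main comparison used DESeq2 (version 1.42.0). The study names DESeq2, a Wald test, Benjamini-Hochberg adjustment and a limit of 0.1; the design formula was not given in the sources used here. The model used here was a negative binomial model with group as its only term, median-of-ratios size factors, independent filtering, a two-sided Wald test of LSS against ST and a Benjamini-Hochberg adjusted p under 0.1. Log2 fold changes were not shrunken and are given with their standard error (SE). Where a range of adjusted p over alternative analyses is given, the alternatives are all analyses other than the main comparison with group only. A quoted fit with the library set as a term or without a library is thus part of its own range. Where 16 are counted, they include the main fit at a stricter limit and with a minimum effect. Normalised counts are rounded expected counts divided by the size factors, which were 0.740 for LSS 1, 1.25 for LSS 2, 0.647 for ST 1 and 1.77 for ST 2. The quasi-likelihood test of edgeR (version 4.0.16, TMM factors, filterByExpr) was run beside it. Log2 ratios within a library set were computed as log2(normalised count + 1) of the LSS library minus that of the ST library; the pseudocount of 1 understates changes of low genes, and a ratio of single libraries has no error of its own. Gene lists were tested with camera of limma (version 3.58.1, R 4.3.3) on voom values with a preset correlation of 0.01 between genes, over lists with at least 5 measured genes, at a Benjamini-Hochberg adjusted p (FDR) under 0.1. For each list and set, the percentile of its median log2 ratio among 10000 random lists was computed, with each random gene drawn from the 50 ranks of mean expression on either side of a member.

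Before the data were examined, 5 lists of genes that the text of the study names and 16 further lists were written down, together with the tests and the alternatives in the part on processing. The 16 lists cover S phase, G2/M phase, replication-dependent histones, collagen genes, the KLF family, the AP-1 family, SWI/SNF subunits, NRF2 targets, hypoxia and glycolysis, cholesterol synthesis, the interferon response, inflammatory genes, YAP and TGF-beta targets, endothelial identity, mesenchymal cells and the mitochondrial genome. The rule for naming single genes was also set then. It takes KLF2 and KLF4, the genes of the lists from the study where a comparison needs them, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among genes that passed the adjusted p, had a mean normalised count of at least 100, had both LSS values on the same side of both ST values and carried a symbol. Genes on chromosome Y, XIST, TSIX and HLA or immunoglobulin genes were left out because they can tell donors apart. The model with the library set as a second term was chosen after the data had been seen.

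The tests were checked on simulated counts for LSS against ST, drawn from the means of each library set with a dispersion of 0.108, in which 200 of the 14361 genes with a mean normalised count of at least 10 were changed by known amounts. DESeq2 with group only recovered 0% of the genes changed by 1 or 2 on the log2 scale, 4% at 3 and 52% at 4, with 0 false calls. With the library set as a term it recovered 14%, 60%, 92% and 96% at 1, 2, 3 and 4, with 14 false calls among 145. The edgeR test recovered 0% at each size with group only and 2%, 48%, 96% and 98% with the library set as a term, with 0 false calls in either model. With the S phase list shifted by 1, camera called that list (FDR 1.5e-30 with group only) and 2 of 20 lists in all. Some genes of the S phase list belong to a second list. Simulated genes varied independently of each other, shared the same dispersion and responded alike in both sets. Genes in the data need not, so the simulation cannot check the preset correlation of camera, and false calls may be more frequent in the data.

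Nothing in the labels says that the samples of a group came from separate donors, so p-values measure the spread between these samples. Intervals on ratios of counts are exact conditional intervals at the 95% level and cover counting error only. A count of 0 allows up to 3 counts, so a gene at 0 in a library may have been present below that level.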

Results

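RNA sequencing was applied to PAEC exposed to LSS or kept under ST conditions, with 2 libraries per group, to find the genes whose expression differs with flow. The total of expected counts was 17242650 in LSS 1, 28623819 in LSS 2, 18000081 in ST 1 and 41187815 in ST 2. Between 18859 and 20395 genes had at least 1 count in a library, and between 13414 and 14790 had at least 10. The 100 most abundant genes took 28.5% to 31.9% of the counts.

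The libraries separated by the number in their names before they separated by group. Over 14361 genes with a mean normalised count of at least 10, the first principal component held 76.9% of the variance and parted LSS 1 and ST 1 from LSS 2 and ST 2. The second component held 16.99% and parted LSS from ST. Across genes, the Spearman correlation was 0.930 between LSS 1 and ST 1 and 0.955 between LSS 2 and ST 2. Within a group it was lower, 0.829 between the LSS libraries and 0.753 between the ST libraries. Small noncoding RNA genes took 0.00171% and 0.00168% of the counts in LSS 1 and ST 1, against 4.34% and 5.62% in LSS 2 and ST 2. The gene FTH1 alone took 2.07% and 2.73% in set 1 and 0.149% and 0.137% in set 2. Each set held 1 library of each group, and the comparison of LSS with ST is therefore also given within each set and from a model with the library set as a second term.

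**Figure D1:**
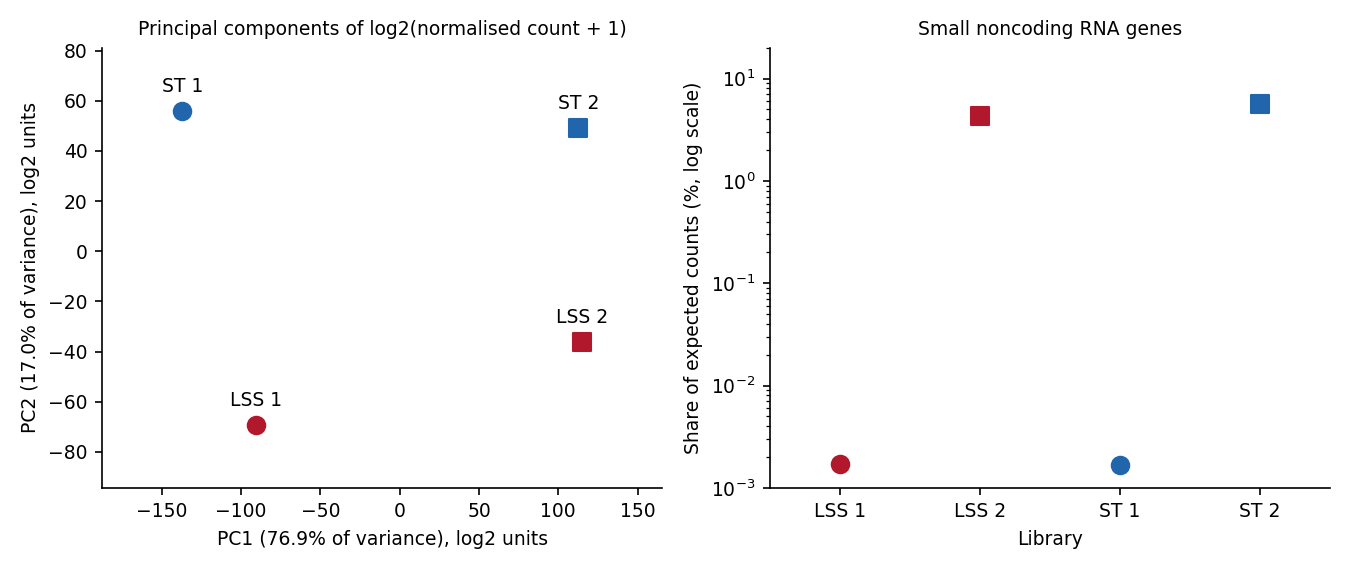
Left, the 4 libraries on the first and second principal components of log2(normalised count + 1), in log2 units; right, the share of expected counts on small noncoding RNA genes per library, in percent on a log scale. Circles are library set 1, squares set 2, red LSS and blue ST; set 1 lies apart from set 2 on the first component and holds under 0.002% small noncoding RNA.

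The flow-responsive transcription factors KLF2 and KLF4 were read first, as a check of the exposure. KLF2 (ENSG00000127528.5, GRCh37 chromosome 19, 16435637 to 16439496, protein coding) had 373 and 2379 normalised counts in LSS 1 and LSS 2 and 60.3 and 240.3 in ST 1 and ST 2, or 1376 ± 1419 against 150.3 ± 127 (SD, n = 2 each). Its log2 fold change was 3.19 with an SE of 1.14, and it did not pass the threshold (DESeq2, adjusted p 0.512). Within the sets, KLF2 was higher under LSS by 2.61 and 3.30 on the log2 scale. With the library set as a term, the log2 fold change was 2.99 with an SE of 0.46 (DESeq2, adjusted p 1.7e-08, in a range of 6.7e-15 to 0.999987 over 14 alternative analyses). KLF4 (ENSG00000136826.10, chromosome 9, 110247133 to 110252763, protein coding, with an unnamed gene overlapping on the other strand) had 597 and 2512 normalised counts under LSS and 20.1 and 77.9 under ST, or 1555 ± 1354 against 49.0 ± 40.8 (SD, n = 2 each). Its log2 fold change was 4.97 with an SE of 1.09 (DESeq2, adjusted p 0.0022). Within the sets, the differences were 4.83 and 4.99, closer to each other than the normalised counts of the same group. Without LSS 2 the log2 fold change of KLF4 was 3.58 and the call was lost (DESeq2, adjusted p 0.774, in a range of 1.0e-33 to 0.999987 over 14 alternative analyses). KLF2 was called only without ST 2 when single libraries were left out, at 4.56 (DESeq2, adjusted p 0.0369).

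Across all genes, 76 were higher and 15 lower under LSS among 14461 tested (DESeq2, adjusted p under 0.1). At an unadjusted p under 0.05, 392 genes passed. The quasi-likelihood test of edgeR with group only called 0 genes among 14446, with 217 at an unadjusted p under 0.05, and limma voom called 0, with 206. The common dispersion that edgeR estimated was 0.622 with group only and 0.108 with the library set as a term. With the added term DESeq2 called 334 genes higher and 221 lower among 14016 tested, and edgeR called 277 higher and 133 lower. Of the 91 genes called with group only, 83 were also called by DESeq2 with the library set as a term, and 373 genes were called by both tools with that term. The share of called genes that were higher under LSS was 83.5% with group only and 60.2% with the library set. Single libraries also moved the counts, but leaving out a library unbalances the sets, so differences between the sets enter those fits. Without LSS 1, 41 genes were higher and 18 lower; without LSS 2, 33 and 60; without ST 2, 158 and 8.

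Of the 91 genes called with group only, 88 had the same sign in both sets. All 555 genes called with the library set as a term had the same sign too. A call in that model is more likely where the ratios of the sets agree, so this is no independent evidence. Over the 14361 genes, the log2 ratios of set 1 and set 2 correlated across genes with a Pearson r of 0.42 and a Spearman rho of 0.33, and 59.9% of genes had the same sign; genes are not independent replicates. The groups did not overlap in 85 of the 91 genes called with group only and in 18.3% of the 14361 genes. By chance, 33.3% of splits of 2 against 2 libraries show no overlap, so the 18.3% is no measure of a response to flow.

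**Figure D2:**
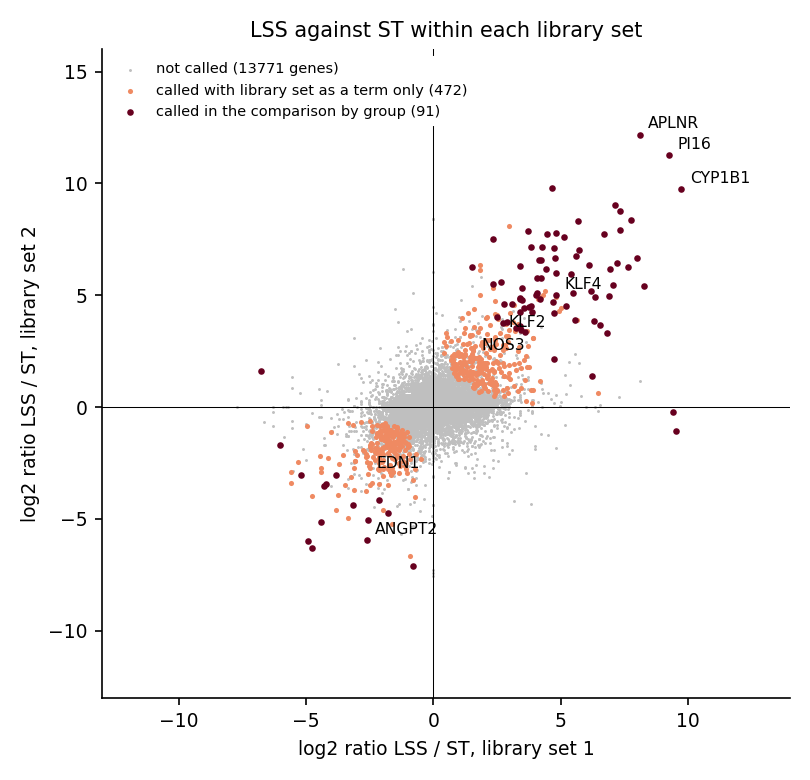
Each point is a gene with a mean normalised count of at least 10, placed by its log2 ratio of LSS to ST in library set 1 (x axis) and in set 2 (y axis). Grey genes were not called, orange genes were called only with the library set as a term and dark red genes in the comparison by group. The 472 orange genes lie in the quadrants where both sets have the same sign, which makes a call in that model more likely.

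The 5 genes with the largest rise by the rule were APLNR, CYP1B1, PI16, LCN10 and IGFBP5, all near the floor of detection under ST. APLNR (ENSG00000134817.9, GRCh37 chromosome 11, 57001051 to 57004724, protein coding) had 1468 and 12350 counts under LSS and 4 and 2 under ST, a ratio of summed counts, each sum divided by the summed size factors of its group, of 2802 with a counting interval of 1287 to 7636. The interval leaves out the spread between libraries: the fold of APLNR was 276 in set 1 and 4646 in set 2. These 2 folds include the pseudocount of 1, which understates them, while the ratio of summed counts has none. Its log2 fold change was 10.84 with an SE of 1.24 (DESeq2, adjusted p 9.2e-15). CYP1B1 (ENSG00000138061.7, chromosome 2, 38294116 to 38337044, protein coding) had 3569 and 2281 counts under LSS and 3 and 2 under ST, a ratio computed in the same way of 1423 with an interval of 610 to 4385. The genes RMDN2-AS1 on the same strand and RMDN2 and CYP1B1-AS1 on the other overlap it. PI16 (ENSG00000164530.9, chromosome 6, 36916039 to 36932613, protein coding) had 11231 ± 2449 normalised counts under LSS and 11.5 ± 12.2 under ST (SD, n = 2 each) and a log2 fold change of 10.02 with an SE of 1.08 (DESeq2, adjusted p 2.9e-16). LCN10 (ENSG00000187922.9, chromosome 9, 139632619 to 139637808, protein coding) had expected counts of 77.2 and 417 under LSS, which are not whole because reads were shared with other genes, and 0 and 1 under ST. The ratio computed in the same way, 601, had an interval of 107 to 23785, and an unnamed gene overlaps LCN10 on the same strand, so its values are uncertain. IGFBP5 (ENSG00000115461.4, chromosome 2, 217536828 to 217560272, protein coding) had 265 and 6653 counts under LSS and 1 and 16 under ST, and a log2 fold change of 8.98 with an SE of 1.32 (DESeq2, adjusted p 2.4e-08); DIRC3-AS1 overlaps it on the other strand. Within the sets these 5 genes were higher by 6.71 to 9.74 in set 1 and by 7.74 to 12.18 in set 2. All 5 were called by DESeq2 and by edgeR with the library set as a term, and by DESeq2 with group only without any single library, but the sizes moved. The log2 fold change without a single library ranged from 9.29 to 12.36 for APLNR, 9.49 to 11.52 for CYP1B1, 9.16 to 11.96 for PI16, 7.93 to 9.63 for LCN10 and 5.97 (without LSS 2) to 10.89 for IGFBP5.

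The 5 genes with the largest fall by the rule, which takes only genes with a symbol, were ANGPT2, LINC01235, FABP4, CPA3 and PTX3. ENSG00000213494, which carries no symbol, fell further, at a log2 fold change of -4.88 (DESeq2, adjusted p 6.9e-05). ANGPT2 (ENSG00000091879.9, GRCh37 chromosome 8, 6357153 to 6420930, protein coding, overlapped by MCPH1 on the other strand) had 178 ± 126 normalised counts under LSS and 3619 ± 2807 under ST (SD, n = 2 each). Its log2 fold change was -4.35 with an SE of 1.03 (DESeq2, adjusted p 0.0075). PTX3 (ENSG00000163661.3, chromosome 3, 157154639 to 157161422, protein coding, overlapped by VEPH1 on the other strand) had 559 ± 114 against 6779 ± 6587 and a log2 fold change of -3.60 with an SE of 1.03 (DESeq2, adjusted p 0.0772). FABP4 (ENSG00000170323.4, chromosome 8, 82390654 to 82395471, protein coding) had 30.3 ± 20.2 against 414 ± 209.8, a log2 fold change of -3.79. CPA3 (ENSG00000163751.3, chromosome 3, 148583083 to 148614990, protein coding) had 16.8 ± 12.5 against 210.1 ± 37.1, a log2 fold change of -3.66. LINC01235 (ENSG00000270547.1, chromosome 9, 13406379 to 13488124), a long noncoding RNA, had 159 ± 16.4 against 2516 ± 2842, a log2 fold change of -3.99. An unnamed gene overlaps each of FABP4, CPA3 and LINC01235 on the other strand. The falls were smaller in set 1 than in set 2 for each of the 5 genes, from -1.78 to -3.15 in set 1 and from -4.16 to -5.96 in set 2. Calls were lost when single libraries were left out, in part because the SE rose with 3 libraries. ANGPT2 was not called without LSS 2 or without ST 2, at log2 fold changes of -3.77 and -3.17 (DESeq2, adjusted p 0.444 and 0.186, in a range of 5.6e-18 to 0.999987 over 16 alternative analyses). LINC01235, FABP4 and PTX3 were called only without ST 1. Without LSS 1, LSS 2 and ST 2 the log2 fold change was -3.89, -4.12 and -1.63 for LINC01235, -4.70, -3.22 and -3.11 for FABP4 and -3.41, -3.85 and -1.89 for PTX3. CPA3 was not called once any library was left out, with log2 fold changes of -3.02 to -4.72. Without LSS 1, FABP4 and CPA3 lost their call at a larger fall, with an SE of 1.35 and 1.40 against 1.02 and 1.06 with all libraries. Without ST 2 the falls of LINC01235 and PTX3 shrank at an SE of 1.07 and 1.005. All 5 were called by both tools with the library set as a term.

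**Figure D3:**
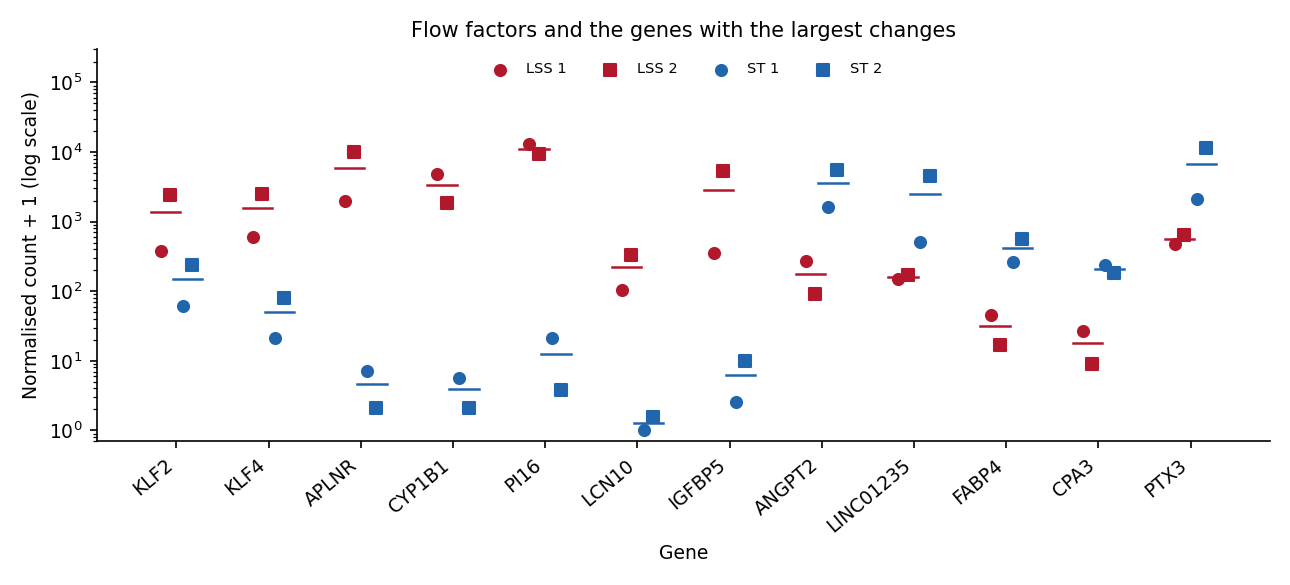
Normalised count + 1 on a log scale for KLF2, KLF4 and the 10 genes with the largest changes by the rule, with each library as a point (circles set 1, squares set 2, red LSS, blue ST) and each group's mean as a bar (n = 2). For all 12 genes the LSS points lie on one side of the ST points, which the rule required of the 10 genes.

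The genes that the text of the study names were then counted. Of 49 such genes in 5 lists, 48 had a matched identifier and 5 were called with group only: ELN, ITGB4, VCAN, ADAMTS1 and IGFBP5, all matrix and Notch genes and all higher under LSS. Adjusted over the 48 genes together, 9 were called; the study chose most of these genes on these samples, so that count is not independent evidence. With the library set as a term, DESeq2 called 24 of the 48 over all genes tested and 41 adjusted over the 48 genes together, and edgeR called 19 over all genes tested. Of the 22 matrix and Notch genes measured, all 22 were higher under LSS in both sets, and 14 were called with the library set as a term. ADAMTS1 had 11264 normalised counts on average under LSS and 435 under ST, with log2 ratios of 4.71 and 4.68 in the sets. VCAN had 109 and 1655 counts under LSS and 0 and 25 under ST. VCAN was not called without LSS 2, at a log2 fold change of 4.28, and ITGB4 not without LSS 1 (4.07), LSS 2 (2.52) or ST 1 (3.21). Without LSS 2, 3 of the 48 genes were called with group only.

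Of 7 vascular genes, 0 were called with group only by DESeq2 or edgeR, 1 of them, EDN1, was called when adjusted over the 48 study genes together, and 5 were called by DESeq2 with the library set as a term. NOS3, the endothelial nitric oxide synthase, was higher by 1.57 and 2.26 in the sets. Its log2 fold change was 2.17 with an SE of 1.196 with group only and 1.92 with an SE of 0.40 with the library set (DESeq2, adjusted p 1.4e-04, in a range of 2.5e-08 to 1 over 16 alternative analyses). Some NOS3 counts were not whole numbers, and ATG9B overlaps it on the other strand. Without LSS 2 the log2 fold change of NOS3 was -0.13, that of DUSP5 -0.25. There a lone LSS 1 was compared with ST libraries of both sets, so the set difference enters these values. EDN1, the precursor of endothelin-1, was lower in both sets, by -2.57 and -3.00, with a log2 fold change of -2.67 with an SE of 1.04 with group only and -2.78 with an SE of 0.38 with the library set (DESeq2, adjusted p 1.3e-10, in a range of 1.9e-13 to 1). BMPR2, a receptor gene linked to pulmonary arterial hypertension, was higher by 1.89 and 0.70, a fold of 3.70 in set 1 and 1.62 in set 2. Its log2 fold change was 0.94 with an SE of 1.08 with group only and 1.29 with an SE of 0.44 with the library set (DESeq2, adjusted p 0.0821, in a range of 0.078 to 1), and edgeR with the library set did not call it. The other vascular genes called with the library set were DUSP5 and HES2, both higher.

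The 10 proliferation genes were lower under LSS in both sets, with median log2 ratios of -1.32 and -1.30. None of them was called with group only by DESeq2 or edgeR, and 4 were called by DESeq2 with the library set as a term: CENPM, MCM2, MCM5 and MCM7. With size factors computed within sets MCM2 (-1.26) and MCM5 (-1.16) were no longer called, and with a correction for length and GC content CENPM (-1.36) was not, so only MCM7 was called in all 3 DESeq2 models with that term. By edgeR with that term, 0 were called. Of the 5 genes that the study names as unchanged, 0 were called in these models, and 2 of them, SOX17 and CAV1, had an adjusted p under 0.1 in DESeq2 with the library set as a term when adjusted over the 48 study genes together (0.0159 and 0.0536). CAV1 was lower by -0.39 and -1.25 in the sets. SOX17 was lower by -1.24 and -1.18 in the sets. Its log2 fold change with group only, -1.19, became 1.47 without ST 2. There a lone ST 1 was compared with LSS libraries of both sets, so that sign change mixes set with group. Of 4 genes for chromatin and transcription factors, 0 were called with group only, and ETS1 was called with the library set as a term, with log2 ratios of 1.47 and 1.34 in the sets. Without LSS 2 and with group only, the log2 fold change of ETS1 was -0.55, again with the set difference mixed in.

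Of the 20 lists with at least 5 measured genes, 11 were called by camera with group only (FDR under 0.1) and 13 with the library set as a term. With a correlation between genes estimated from the data, 0 of the 20 lists were called in either model. None of these calls holds with that setting. It tests with the few residual degrees of freedom of 4 libraries, however, so it has little power here. Even the matrix and Notch list had an unadjusted p of 0.095 with group only (camera). The 0 calls do not decide whether the lists moved. The scaling shifted the medians: the median log2 ratio of all genes in set 1 was -0.13 with the DESeq2 size factors and 0.09 with total counts, and in set 2 it lay between -0.07 and -0.01 in each scaling tried. Matrix and Notch genes (22 genes, FDR 5.8e-22, median log2 fold change 1.87), the KLF family (15 genes, FDR 1.3e-05, median 1.27) and the vascular genes (7 genes, FDR 0.0847, median 0.94) moved up, with medians of at least 0.70 in both sets. The proliferation genes (10 genes, FDR 4.9e-07, median -1.30) and YAP and TGF-beta targets (17 genes, FDR 2.5e-06, median -1.50) moved down, with medians of -1.32 and -1.06 in set 1 and -1.30 and -1.44 in set 2. The medians of these 5 lists kept their direction in both sets under every scaling tried. The percentiles of the 3 rising lists among random lists were 99.6 or above in each set, and those of the 2 falling lists were 0. The study took the matrix and Notch and the proliferation genes from differences between these samples, and it discusses the vascular genes for the same response, so the tests and percentiles of these 3 lists are not independent evidence. The matrix and Notch, KLF and YAP lists were called without any single library. The proliferation genes were not called without LSS 2 (FDR 0.3005) or ST 1 (0.232), nor the vascular genes, which turned down without LSS 2 (0.863) and had an FDR of 0.850 without ST 1. The vascular list also lost its call with no TMM factors (FDR 0.104) and with all genes of at least 1 count (0.150). Leaving out a library unbalances the sets, so the turn of the vascular list without LSS 2 mixes the set difference with the group difference.

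Further lists were called with group only. S phase genes (42 genes, FDR 4.2e-05) had medians of -0.25 in set 1 and -0.86 in set 2, and G2/M phase genes (53 genes, FDR 0.0155) of -0.01 and -0.80; with total counts as scaling the set 1 medians were 0.01 and 0.25. Histone genes moved down (34 genes, FDR 0.0928) with a median of -0.82 in set 2. Set 1 holds too few histone counts to give a direction: of 33 histone genes with a mean normalised count of at least 10, 10 were at 0 in both set 1 libraries, and the median count was 2 in each. Only 55 of the 94 histone symbols sought had a matched identifier. Cholesterol synthesis genes moved down (20 genes, FDR 0.0226) with medians of 0.00 and -0.58. NRF2 targets (20 genes, FDR 0.0191) had medians of 0.52 and 0.08, and interferon response genes (22 genes, FDR 0.0361) of 0.80 and 0.47. None of these 6 calls held without each library: S phase was lost without LSS 2 (FDR 0.772), G2/M without LSS 2 (0.379) and ST 1 (0.486), interferon genes without LSS 2 (0.755) and ST 1 (0.891), cholesterol synthesis without LSS 2 (0.772), ST 1 (0.236) and ST 2 (0.419), and NRF2 targets without LSS 1 (0.645) and ST 2 (0.532). Histone genes moved up without LSS 1 (2.6e-17) and ST 2 (1.6e-06), and their call was lost with all genes of at least 1 count (FDR 0.219). Inflammatory genes (17 genes, FDR 0.126) and the mitochondrial genome (20 genes, FDR 0.444) were called only with the library set as a term, down with an FDR of 0.0315 (medians of -1.34 and -0.27) and up with an FDR of 0.0282 (medians of 0.59 and -0.02, negative in set 2 under every scaling tried). The 7 remaining lists were not called in either model: collagen genes (FDR 0.444), AP-1 family (0.837), SWI/SNF subunits (0.837), hypoxia and glycolysis (0.776), endothelial identity (0.905), mesenchymal cells (0.723) and the genes named as unchanged (0.837). For endothelial identity the median log2 fold change was 0.07 and the mean -0.01. The list of 4 chromatin and transcription factor genes was too short to test.

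**Figure D4:**
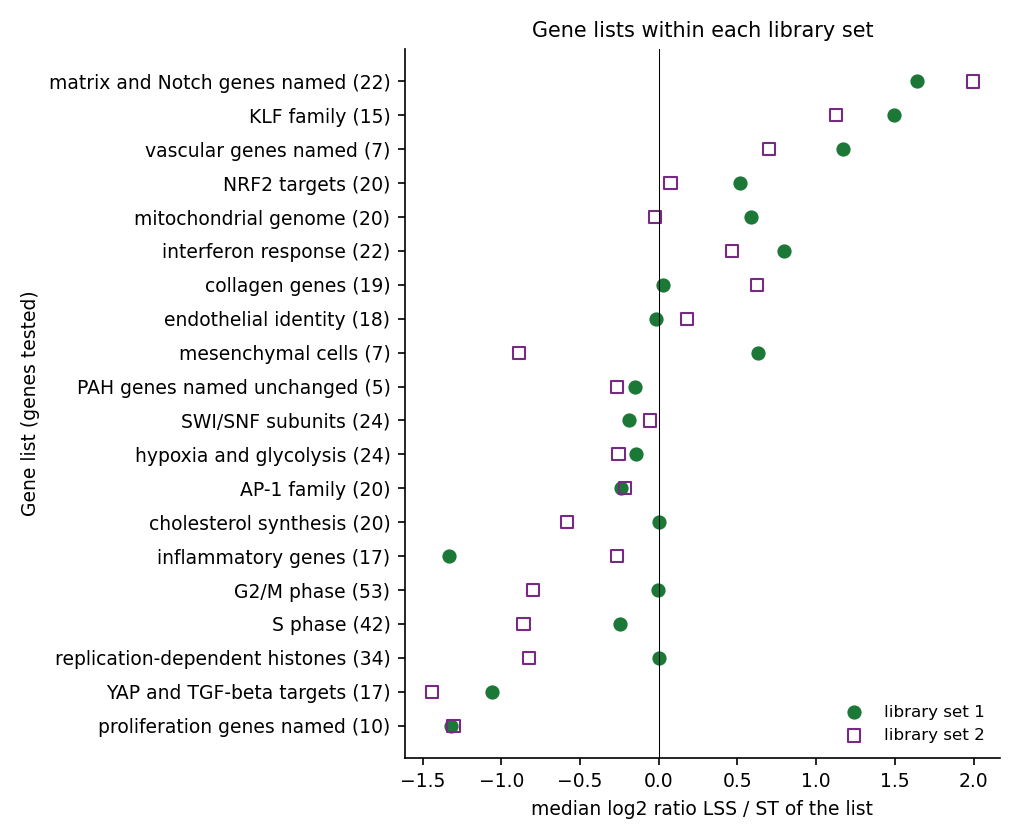
Median log2 ratio of LSS to ST for each gene list in library set 1 (filled circles) and set 2 (open squares), with the number of genes tested after each name. The matrix and Notch list has the highest medians, 1.64 and 1.99, and cell cycle lists lie lower in set 2 than in set 1 apart from the 10 proliferation genes of the study, at -1.32 and -1.30.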

Values the study reported

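The study reported 720 genes as upregulated and 663 as downregulated in PAEC under LSS compared with ST.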

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

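The fits with a replicate block were chosen after the data had been seen, because the columns carry the numbers 1 and 2 in place of the letters A and B on which a block had been planned; the block was run on the number. No label ties a number to a culture or donor. The study ran its static controls at the same time as the sheared cells and counts 2 independent experiments, but whether a number marks an experiment was not given in the sources used here. Libraries with the same number resemble each other: deviations from the group means of the libraries with the same number correlated across genes with an r of 0.84. With the replicate block, DESeq2 called 334 genes higher and 221 lower and 24 study genes, and edgeR called 277, 133 and 19. With the replicate block and size factors within sets the counts were 357, 170 and 23, and with the replicate block and length and GC correction they were 522, 310 and 28. KLF2 passed the threshold in each of these fits, with log2 fold changes of 2.99, 3.06, 3.09 and 3.25. The smaller residual spread with the block is visible in the dispersion, 0.108 against 0.622.

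Without the block, edgeR and limma voom called 0 genes higher, 0 lower and 0 study genes, with 217 and 206 genes at an unadjusted p under 0.05, and KLF4 was no longer called at log2 fold changes of 5.01 and 4.85. DESeq2 with TMM or total-count size factors called 80 genes higher in either case, and 12 and 10 lower, so the share of higher calls was 87.0% and 88.9%. Genes lower under LSS numbered 9 with no independent filtering and 7 at an adjusted p under 0.05, where more genes are corrected for or the limit is stricter. Of the 91 called genes, 88 and 86 were called in the same direction with the other size factors. The minimum effect of 1 removed 0 calls.

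Leaving out each library in turn left 1 group with a single library, which is assumed to vary like the other group. Genes higher under LSS ranged from 33 to 158, genes lower from 8 to 60, study genes from 3 to 7 and lists from 7 to 13. The log2 fold change of KLF2 ranged from 1.29 to 4.56 and that of KLF4 from 3.58 to 6.32. KLF2 was called without ST 2. The range was -0.13 to 3.897 for NOS3, -0.25 to 3.54 for DUSP5 and -0.55 to 3.40 for ETS1, each negative without LSS 2, and -3.89 to 1.47 for SOX17, positive without ST 2. Without LSS 2, a lone LSS 1 was compared with ST libraries of both sets. The FDR ranged from 0.0066 to 0.863 for vascular genes, 1.2e-06 to 0.486 for G2/M, 0.0030 to 0.891 for interferon genes, 5.3e-54 to 1.6e-06 for histones and 9.6e-05 to 0.645 for NRF2 targets. Direction changed without LSS 2 for the vascular, G2/M (0.379) and interferon (0.755) lists, without LSS 1 (2.6e-17) and ST 2 for histones and without LSS 1 for NRF2 targets. The group contrast and the set contrast overlap in these unbalanced subsets.

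For lists, camera with estimated correlation called 0, a setting with little power for 4 libraries. With no TMM factors 10, with all genes of at least 1 count 9 and with the replicate block 13 lists were called. Besides KLF2 and KLF4, 25 single genes were followed. The alternatives set before the data were examined, other than leaving out a library, gave 163 results on the same side of the threshold. They gave 37 results no longer past it and 0 with another sign. The 163 include all results of the 11 genes that were not called in the main comparison and stayed uncalled. All 37 came from the 14 called genes. The stricter limit and the minimum effect of 1 reuse the main fit. Depth limits low genes: with 1 to 6 counts under ST, the sizes of the rises of APLNR, CYP1B1 and LCN10 are poorly known, by more than their counting intervals, which leave out the spread between libraries.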

Other observations

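The tests on poly(A) selection, on swapped labels, on fibroblasts or smooth muscle cells and on the depth of the library sets were chosen after the result they bear on had been seen, and so were the library set as a model term and the values within sets. The other tests below were written down before their results were seen.

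The separation of the libraries by number was the strongest pattern in the table: 75.6% of the sum of squares over genes followed the number and 17.3% the group. A difference in depth does not account for it, since 76.7% followed the number and 15.95% the group among the 8401 genes with at least 100 counts in each library, where depth acts little. Tests of depth by random thinning, run first, were dropped because thinning leaves the expected folds unchanged. Nor do a few abundant genes, with 75.2% against 17.6% without the 100 genes of highest mean, or a smooth trend on transcript length and GC content, with 72.7% against 20.3% after its removal. Swapped labels within a set would put KLF4 lower under LSS there, but the lower of its log2 ratios within a set was 4.83. A general loss of short RNAs from set 1 would lower short messenger RNAs. Relative to longer coding genes, 75 coding genes with transcripts of at most 700 nt were instead higher in set 1. The median difference was 1.34 on the log2 scale. A loss limited to RNAs much shorter than these transcripts was not tested. A candidate explanation that stays open is poly(A) selection in set 1 but not in set 2, although the labels give 1 kit for all libraries. The 66 small noncoding RNA genes were lower in set 1 than other coding genes by a median of -6.83, and RN7SK had 4.93 and 10 counts in set 1 and 533014 and 914131 in set 2. A test on histone messenger RNAs, most of which lack a poly(A) tail, was left undecided. Only 49.3% of the coding histone genes sought had a matched identifier, where 80% was required. The 30 of them with enough counts were lower in set 1 than other coding genes by a median of -7.18. For these 30 genes that is the direction expected under poly(A) selection. A difference between donors, cultures or the authors' processing of the sets was not tested.

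The genes called with the library set as a term were examined for technical causes between the LSS and ST libraries. After a smooth trend on transcript length and GC content had been removed within each set, 93.6% of the 545 called genes with a known transcript length kept their call. Of all called genes, 82.5%, 458 of 555, had at least 10 counts in each library, while a difference in depth acts on genes with few counts. So neither cause accounts for most of these calls; for the called genes with fewer counts depth stays open. For BMPR2 the correction lowered the log2 fold change from 1.29 with an SE of 0.44 to 0.78 with an SE of 0.32, and for CENPM it moved it from -1.87 with an SE of 0.54 to -1.36 with an SE of 0.55; both calls ended because the fold moved toward 0. Flow and the culture vessel differ together between the groups, and the vessel was not tested as a cause.

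Higher matrix genes under LSS might come from fibroblasts or smooth muscle cells among the PAEC. COL1A1 and COL6A3, abundant in these cells, had 4 counts summed over both LSS libraries, against 11264 normalised counts of ADAMTS1 on average. COL1A1 was lower under LSS in both sets, with 0 and 3 counts against 5.01 and 5, but so few counts carry little weight. COL1A2, also abundant in these cells, goes the other way in level, with 1105 and 3306 counts under LSS and 769 and 7210 under ST; it was higher under LSS in set 1, by 0.33, and lower in set 2, by -0.62. Such cells would bring all of these transcripts, so the near absence of COL1A1 and COL6A3 argues against them as the source, while the level of COL1A2 alone does not. Of the 17 genes in the mesenchymal list, 7 had enough counts to be tested, with medians of 0.63 in set 1 and -0.89 in set 2. Expression by the PAEC themselves under flow or in the slides stays open.

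CYP1A1, chosen after its values were seen, and CYP1B1 were among the strongest rises. CYP1A1 had 15864 and 5307 counts under LSS and 69 and 97 under ST, with log2 ratios of 7.64 and 6.25. A candidate explanation is activity of the aryl hydrocarbon receptor, which also drives AHRR and TIPARP. AHRR was higher by 0.96 and 1.71 and TIPARP by 1.47 and 0.46. The lowest of these, 0.46, missed the bound of 0.5 set in advance and was above 0, so the test left the hypothesis undecided. AHR itself was higher by 0.15 in set 1 and lower by -0.66 in set 2. Whether flow, the chamber or its tubing would be the trigger was not tested.

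The cell cycle genes behaved differently between the sets. The 10 proliferation genes that the study names were lower in both, but the study names them as lower in these samples, so they are no independent measure. Of the 42 S phase genes, 22 were lower in set 1 and 40 in set 2; of the 53 G2/M genes, 29 and 51. Without the 3 S phase genes and 2 G2/M genes that the study also names, the medians were 0.08 and -0.01 in set 1 and -0.84 and -0.79 in set 2. MKI67 was higher by 0.22 in set 1 and lower by -0.59 in set 2. The difference between sets was not tested, as each set holds 1 library per group, and no biological explanation was tested.

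Of the 91 genes called with group only, 6 had overlapping groups, and in each of them 1 library was far above the other 3. TNFSF15, named after its values were seen and the only one of the 6 with a symbol, had 4799 normalised counts in ST 2 and 14.9, 33.6 and 26.3 in LSS 1, LSS 2 and ST 1 (DESeq2, adjusted p 0.0031). In 3 of the 6 the sets had opposite signs.

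The number of genes called higher under LSS was 76, and the number called lower was 15. Both are lower than the values quoted from the study above. With the library set as a term they were 334 and 221. Those too are lower than the quoted values.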
